A study of Homo sapiens with 25 samples. Its data were reported in "Diabetic kidney disease induces transcriptome alterations associated with angiogenesis activity in human mesenchymal stromal cells" (2023).

How the data were processed

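Small RNA was sequenced from adipose tissue-derived mesenchymal stromal cells (MSC), which are plastic-adherent connective tissue cells grown from abdominal fat. The cells came from people with diabetic kidney disease (DKD-MSC, 21 libraries) and from people without diabetes or kidney disease (Control-MSC, 4 libraries). Per the labels, libraries were made with a ligation-based small RNA kit from total RNA of cells kept without serum. By the study's methods, control tissue was taken during surgery and DKD tissue in an outpatient suite, so the setting of tissue collection and the group cannot be told apart. The labels give no sequencing batch. Their molecule entry reads polyA RNA, at odds with the small RNA protocol, and the title of DKD-MSC 17 names mRNA. Its counts sit in the same miRNA table, and it was kept. Without it there were 146 calls, 66 higher and 80 lower.

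The authors made raw read counts per mature miRNA from the reads with the CAP-miRSeq workflow, and these counts were deposited without normalization. The deposited CPM values (counts per 1000000) were made by the authors from the same table. Each CPM value was checked to be the count divided by the library's total, times 1e6, with a largest difference of 5.2e-10. The CPM values therefore hold no correction for composition. The genome build, the miRBase release and the alignment settings were not stated in the sources used. Reads that match several miRNAs or several hairpin copies may have been split or counted more than once in this step, so closely related miRNAs are reported as uncertain. The kit's ligation step favours some miRNA sequences, which affects comparisons between miRNAs more than comparisons of one miRNA between libraries. The table held 2042 mature miRNAs, of which 775 had no counts in any library and 1267 had at least 1 count. No name was repeated. The number of value columns with no sample was 0.

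Groups and replicate numbers were taken from the sample titles. Pairs of libraries were checked for duplicates with a chi-square statistic per degree of freedom. The lowest value was 25.5 among pairs without DKD-MSC 21 (DKD-MSC 13 and 14) and 3.73 among pairs with it (DKD-MSC 6 and 21). No library was treated as a copy of another. The check is weaker for DKD-MSC 21, because fewer miRNAs entered (94 in its lowest pair, 511 for DKD-MSC 13 and 14). Total counts ranged from 1646281 to 8996219 in 20 DKD-MSC libraries and from 1322741 to 5772491 in Control-MSC, and DKD-MSC 21 had 12661. One count was worth 78.98 CPM in DKD-MSC 21. A floor of 3 counts was used as the upper limit that a count of 0 allows. Shares of counts in a single library are given with Wilson 95% confidence intervals. Intervals and floors cover counting error only.

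Differential expression was tested with the edgeR (version 4.0.16) quasi-likelihood F test in R 4.3.3 on the counts, with TMM scaling and the filterByExpr filter (minimum count 10, minimum total count 15). The model held the group alone, and all 25 libraries entered. A miRNA was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1, the thresholds of the study. Fold changes are DKD-MSC over Control-MSC. Standard errors (SE) were computed from the SDs of log2 CPM (TMM scaled, prior count 2) in the 2 groups and are not those of the edgeR fit. The let-7 family was tested with fry, a rotation test of a gene set, and with camera with estimated correlation (limma 3.58.1). Single values per library were compared with two-sided exact permutation tests over all 12650 splits into 21 and 4 libraries (scipy 1.17.1). The smallest p-value these tests can give is 0.000158. Other Python steps used numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

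The pipeline was tested on simulated data drawn from the real means and library sizes. The changed miRNAs had a simulated log2 fold change of 1.5 in either direction, with rises and falls equal in number. All libraries shared one mean profile. The test was thus not set up for the composition differences of the real libraries. Calls in this test used the adjusted p under 0.05 alone, without the fold threshold. Of 182 changed miRNAs tested, 165 (90.7%) were called, and 2.4% of the calls were unchanged miRNAs. With no change simulated, 0 of 479 tested miRNAs were called.

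Mature miRNAs were placed on GRCh38 by matching their names to hairpin genes of GENCODE v29, and 1257 of the 1267 expressed names matched. Positions are those of the hairpin gene. The GC content of the part of the hairpin that holds the mature arm was known for 497 of the 498 tested miRNAs.

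The miRNAs named were fixed by rule before the data were examined, as were the main tests and most alternatives. The rule took the miRNAs of the study's heatmap and target table, the 5 largest changes in each direction among calls with a mean of at least 10 CPM, the 5 most abundant miRNAs, and members of the let-7 seed family and of short muscle, blood cell and endothelial lists. Alternatives were median-ratio (RLE), upper quartile and library total scaling, DESeq2 (version 1.42.0), the edgeR likelihood ratio and exact tests, glmTreat against a fold change of 1.2, robust dispersion, limma-voom, limma-trend on log2(CPM + 1) and log2(CPM + 0.1), other filters on low counts, thinning of all libraries to the smallest total, removal of the 5 most abundant miRNAs, and removal of each library in turn. After the data were seen, 6 alternatives were added. These covered thinning without DKD-MSC 21 (for the calls and for detection), totals without miR-148a-3p, subtraction of the median fold change, a GC correction, and the level of miR-148a-3p as a covariate. The GC correction was run with limma-trend on TMM values and set against the same fit without the correction, which was also chosen after the data were seen. The correction took out the fitted curve of each library with its level, so it also acts as a change of scaling.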

Results

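Small RNA sequencing measured mature miRNA counts in adipose-derived MSC from 21 people with diabetic kidney disease (DKD-MSC) and 4 people without diabetes or kidney disease (Control-MSC). Each library is one person's cells, and n counts libraries. The comparison asks which miRNAs, short RNAs that repress target mRNAs, differ between MSC of the 2 groups, with attention to miRNAs that bear on blood vessel growth. The 25 libraries held 111536512 counts in all.

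Total counts averaged 4746200 ± 2151400 (SD, n = 21) in DKD-MSC and 2966400 ± 1942600 (SD, n = 4) in Control-MSC. The difference in mean log10 total was 0.134 and was within the spread between libraries (two-sided exact permutation p = 0.350). The DKD-MSC libraries ranged from 1646281 to 8996219 counts, apart from DKD-MSC 21 with 12661. The Control-MSC libraries 30, 31, 35 and 38 held 1322741, 2571066, 5772491 and 2199126 counts. Leaving out DKD-MSC 21 moved the difference most, to 0.256 (exact permutation p = 0.0352). In DKD-MSC 21 a miRNA with 0 counts could be present at up to 236.9 CPM, so its low miRNAs were not detectable at this depth. In the other libraries this floor was at most 2.27 CPM.

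**Figure D1:**
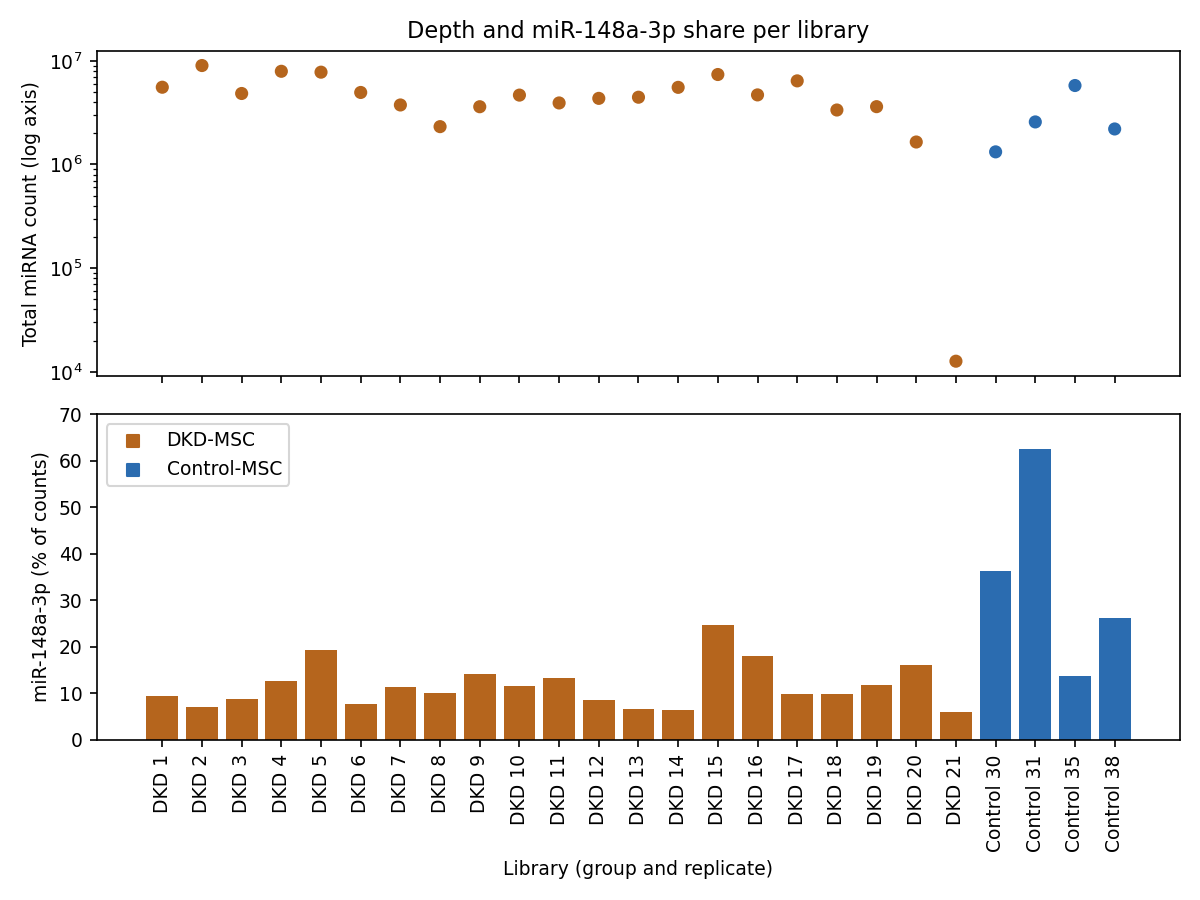
Total miRNA count (upper panel, log axis) and share of counts taken by miR-148a-3p in percent (lower panel, bars from 0) for each library, DKD-MSC in brown and Control-MSC in blue. DKD-MSC 21 sits at 12661 counts, below all other libraries, and the tallest bar is Control-MSC 31 at 62.5%.

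Detected miRNAs, those with at least 1 count, numbered 743 ± 132 (SD, n = 21) in DKD-MSC and 584 ± 128 (SD, n = 4) in Control-MSC. The difference of 159 was within the spread between libraries (exact permutation p = 0.0854). With every library thinned to 12661 counts, the numbers were 200.3 ± 10.2 and 171.8 ± 29.8 (SD, n = 21 and n = 4). The difference of 28.5 was larger than the spread (exact permutation p = 0.0098). Control-MSC 31 was lowest at 130, while Control-MSC 30, 35 and 38 (172, 187 and 198) lay within the DKD-MSC range of 171 to 223. Without DKD-MSC 21 and with the others thinned to 1322741 counts, DKD-MSC had 90.2 more detected miRNAs (exact permutation p = 0.00452, n = 20 and n = 4). Control-MSC 31 was again lowest at 423, and Control-MSC 30 had 532. Control-MSC 35 and 38 (626 and 572) lay within the DKD-MSC range of 560 to 688. Thinning evened out the totals with miR-148a-3p included. That miRNA took 62.5% of counts in Control-MSC 31 and 36.3% in 30, against 13.6% in 35 and 26.2% in 38. Fewer counts were thus left for other miRNAs in Control-MSC 31 and 30. The differences after thinning cannot be told apart from this difference in composition.

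The 10 most abundant miRNAs took 74.9 ± 1.83% of counts in DKD-MSC (SD, n = 21) and 79.9 ± 7.09% in Control-MSC (SD, n = 4). The difference was -4.94 percentage points (exact permutation p = 0.0351). It fell within the spread when Control-MSC 31 was left out (-2.17 points, exact permutation p = 0.219) and when Control-MSC 30 was left out (-3.77 points, exact permutation p = 0.194). Among these 10 was miR-148a-3p, encoded by MIR148A on chromosome 7 (25949919 to 25949986, minus strand, outside other annotated genes). This miRNA took 36.3% of counts in Control-MSC 30 (Wilson 95% interval 36.2 to 36.4%), 62.5% in 31 (62.43 to 62.55%), 13.6% in 35 (13.57 to 13.63%) and 26.2% in 38 (26.15 to 26.26%). Its share was 11.6 ± 4.77% in DKD-MSC (SD, n = 21), with a range from 6.02% in DKD-MSC 21 (5.62 to 6.45%) to 24.6% in DKD-MSC 15 (24.56 to 24.62%). The TMM factors, which offset such composition differences, were 0.61, 0.37, 1.156 and 0.912 in Control-MSC 30, 31, 35 and 38. In DKD-MSC they ranged from 0.723 to 1.405. Control-MSC 30 and 31 fell below that range, and Control-MSC 35 and 38 lay inside it.

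On principal component 1 of log2 CPM, which held 41.1% of the variance, the groups differed by 0.20 SD, within the spread between libraries (exact permutation p = 0.332). On component 2, which held 22.7% of the variance, they differed by 2.12 SD (exact permutation p = 0.000158, the smallest this test can give). Leaving out DKD-MSC 21 moved the difference on component 1 most among the single libraries. Component 1 then held 39.1% of the variance and the groups differed on it by 2.06 SD (exact permutation p = 0.000376). On component 2 of that fit, which held 10.8% of the variance, the groups differed by 1.06 SD, which did not exceed the spread of the libraries (exact permutation p = 0.0753). Restricting all 25 libraries to the 100 most abundant miRNAs gave a difference of 2.19 SD on component 1 (exact permutation p = 0.000158).

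Of 498 miRNAs tested, 160 were differentially expressed, 89 higher and 71 lower in DKD-MSC, by the edgeR quasi-likelihood test at an adjusted p under 0.05 and a fold threshold of 1 on the log2 scale. A further relaxation to any fold change gave 217. The biological coefficient of variation was 39.2%. The total was similar under other scalings, but the split was not. Higher calls made up 55.6% under TMM, 29% under RLE (42 higher, 103 lower), 39.9% under upper quartile scaling (59 higher, 89 lower) and 81% under library totals (145 higher, 34 lower). The median log2 fold change of the tested miRNAs was 0.17 under TMM, -0.16 under RLE, -0.02 under upper quartile scaling and 0.56 under library totals. Relative to the TMM median, 64 miRNAs passed as higher and 87 as lower. Called in one direction under all 4 scalings were 76 miRNAs, 42 higher and 34 lower, and 0 were called in opposite directions. An opposite call would need a fold change to cross both fold thresholds. The medians moved by less than that, so the 0 carries little weight. The alternative that moved the total most, apart from filters that tested under 100 miRNAs, was the level of miR-148a-3p as a covariate, with 73 calls. That level itself differed between the groups (log2 fold change -2.56, edgeR adjusted p = 2.42e-06). The covariate can therefore take out group differences as well. A call lost with it is not shown to come from miR-148a-3p. Leaving out Control-MSC 31 gave 125 calls, 48 higher and 77 lower.

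**Figure D2:**
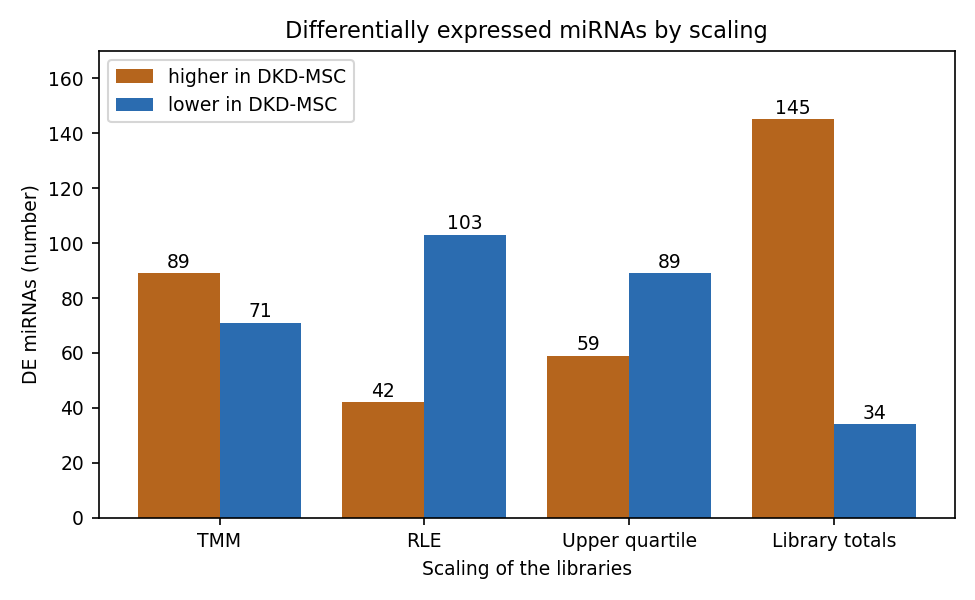
Number of miRNAs called higher and lower in DKD-MSC under each of 4 library scalings. Higher calls range from 42 under RLE to 145 under library totals, while lower calls range from 103 to 34.

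In 11 miRNAs all DKD-MSC libraries lay above all Control-MSC libraries, and in 15 all lay below, where chance gives 0.0158% of miRNAs in both directions together. All 4 controls lay below the DKD-MSC median for 86 of the 89 higher calls. All 4 lay above it for 46 of the 71 lower calls.

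let-7a-5p, the miRNA the study placed at the centre of its target network, averaged 56119 ± 15143 CPM in DKD-MSC (SD, n = 21) and 17656 ± 5987 CPM in Control-MSC (SD, n = 4). Its log2 fold change was 1.097 (SE 0.17, edgeR adjusted p = 0.000147), or 0.93 relative to the median of tested miRNAs. On TMM scaled log2 CPM 20 of 21 DKD-MSC libraries lay above the highest control. On plain CPM all 21 did, with the lowest DKD-MSC library at 29924 and the highest control at 22398. The exact permutation p of the difference in log2 CPM was 0.000316. The alternatives that moved the fold change most were limma-trend on log2(CPM + 1) and on log2(CPM + 0.1), both at 1.70 and with no composition factor. Among the lower values, removal of a GC trend gave 0.61 (limma adjusted p = 0.117), and RLE gave 0.72, under the fold threshold (edgeR adjusted p = 0.0067). The mature sequence has 3 hairpin copies whose reads cannot be assigned to one copy. MIRLET7A1 lies on chromosome 9 (94175957 to 94176036, plus strand) in an intron of the lincRNA AL158152.2. MIRLET7A2 lies on chromosome 11 (122146522 to 122146593, minus strand) in an intron of MIR100HG, and MIRLET7A3 on chromosome 22 (46112749 to 46112822, plus strand) in an exon of MIRLET7BHG. let-7 members differ by few bases, so counts of single members are uncertain where the counting split shared reads.

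The let-7 seed family, 9 miRNAs with a shared targeting sequence, had a median log2 fold change of 1.097, and 7 of 9 were called higher. let-7i-5p (-0.01) and let-7f-5p (0.32) were not called, and their direction flipped with the scaling. Under RLE let-7i-5p was -0.38 and let-7f-5p -0.07, while under library totals they were 0.62 and 0.87. The family was higher by fry (p = 7.78e-07) and not by camera with estimated correlation (p = 0.0619), both limma tests. The family median was 0.73 under RLE with 1 member called, 0.88 under upper quartile scaling with 2 called, and 1.60 under library totals with 7 called.

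**Figure D3:**
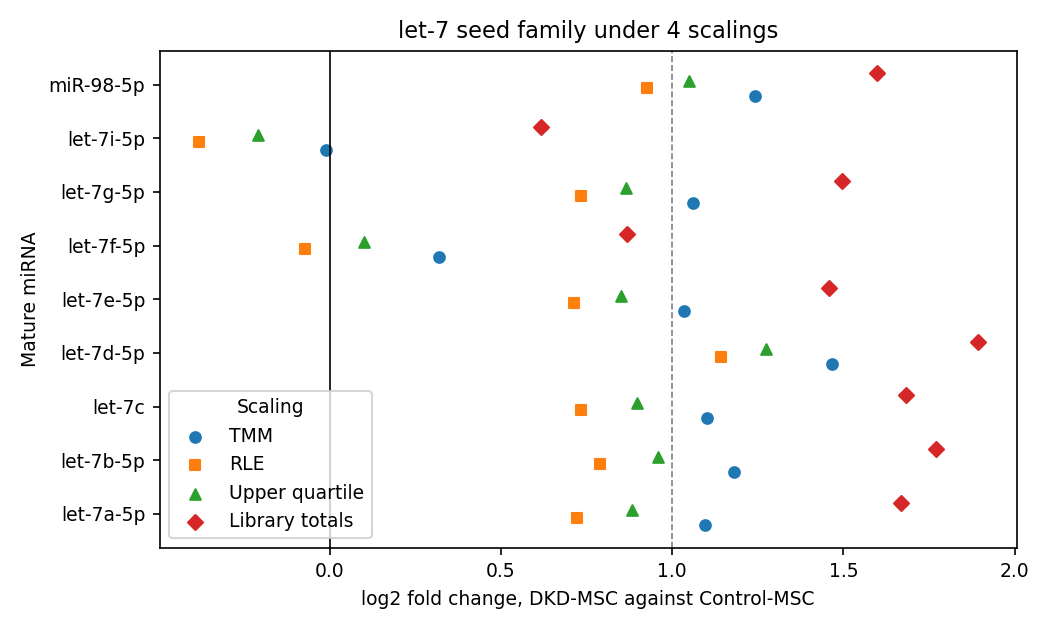
Log2 fold change of DKD-MSC over Control-MSC for the 9 let-7 family members under 4 scalings, with the dashed line at the fold threshold of 1. let-7i-5p lies below 0 under TMM, RLE and upper quartile scaling and let-7f-5p below 0 under RLE, while the other members lie above 0 under all 4.

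A list of 19 miRNAs was formed of 14 in the heatmap of the study and 5 named only in its target table. All 19 were tested and changed in the listed direction. An adjusted p under 0.05 was reached by 15 over all tested miRNAs and by 15 when adjusted over the list alone, and 13 passed both thresholds. Since the study chose the list on these libraries, the result over the list is not independent evidence. Under RLE the count past both thresholds was 7, and under library totals it was 16. Within the list, miR-148a-3p was the one miRNA lower in DKD-MSC, with a log2 fold change of -2.56 (SE 0.83, edgeR adjusted p = 2.42e-06). It was -1.61 without Control-MSC 31 (edgeR adjusted p = 0.00124). miR-23b-3p (MIR23B, chromosome 9, 95085208 to 95085304, intron of C9orf3) rose by 1.79 and miR-140-5p (MIR140, chromosome 16, 69933081 to 69933180, intron of WWP2) by 1.54 on the log2 scale. The miRNAs that did not pass both thresholds were miR-1, miR-214-3p, miR-34a-5p, miR-23a-5p, miR-125b-5p and miR-27a-3p. Of these, miR-1 was at few counts in Control-MSC (mean 0.757 CPM) and had an edgeR adjusted p of 0.0975. Leaving out a single control changed the result for 3 of these 6 and for 6 of the 13 that passed. Without Control-MSC 35 both thresholds were passed by miR-34a-5p (1.89, edgeR adjusted p = 0.000507) and miR-214-3p (1.51, edgeR adjusted p = 0.000536), and without Control-MSC 38 by miR-1 (4.44, edgeR adjusted p = 0.0357, a value near the floor that depends on the prior count). Of the 13, miR-494 no longer passed without Control-MSC 30, 31 or 35 (edgeR adjusted p = 0.103, 0.176 and 0.0947), miR-17-5p without 30 or 31 (0.0941 and 0.144), and miR-146b-5p without 35 (log2 fold change 0.87) or 38 (edgeR adjusted p = 0.0856). Under the fold threshold were miR-30c-5p without Control-MSC 31 (0.84) and miR-125a-5p (0.998) and let-7a-5p (0.93) without Control-MSC 35. Some of the 13 also no longer passed without a single DKD-MSC library. These were miR-494 (without DKD-MSC 3, 4, 17 or 20), let-7a-5p (without 3, 9, 10, 11, 17 or 20) and miR-17-5p (without 3). miR-27a-3p changed by 0.27 under TMM and by -0.02 under RLE.

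The largest rises among calls of at least 10 CPM were miR-1268b (2.27), miR-1268a (2.25), miR-503-3p (2.04), miR-146b-3p (1.92) and miR-221-3p (1.88), as log2 fold changes. miR-1268a (MIR1268A, chromosome 15, 22225278 to 22225329) and miR-1268b (MIR1268B, chromosome 17, 80098828 to 80098877, intron of CCDC40) have near-identical sequences, so they are uncertain as separate changes. The exact permutation p of miR-146b-3p (MIR146B, chromosome 10, 102436512 to 102436584) was 0.0742, and DKD-MSC 21 had 0 counts of it. miR-221-3p (MIR221, chromosome X, 45746157 to 45746266, minus strand, intron of MIR222HG) averaged 7120 ± 3116 CPM in DKD-MSC (SD, n = 21) and 1465 ± 942 CPM in Control-MSC (SD, n = 4). On TMM scaled log2 CPM all 21 DKD-MSC libraries lay above the highest control (SE 0.30, edgeR adjusted p = 1.79e-05). On plain CPM, DKD-MSC 15 (2357.74) lay below Control-MSC 35 (2432.75). With the miR-148a-3p covariate the log2 fold change of miR-221-3p was 0.85, under the fold threshold (edgeR adjusted p = 0.0266). miR-503-3p (MIR503, chromosome X, 134546328 to 134546398, intron of MIR503HG) had a mean of 2.11 CPM in Control-MSC, near the floor. Its log2 fold change ranged from 1.64 (without Control-MSC 38) to 3.27 (without Control-MSC 35) over the fits that each left out one control.

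The largest falls were miR-129-5p (-3.97), miR-4488 (-2.87), miR-210 (-2.82), miR-148a-3p (-2.56) and miR-1299 (-2.52). miR-129-5p, which has the hairpin copies MIR129-1 on chromosome 7 (128207872 to 128207943) and MIR129-2 on chromosome 11 (43581394 to 43581483), averaged 53.5 ± 31.5 CPM in DKD-MSC (SD, n = 21) and 440 ± 437 CPM in Control-MSC (SD, n = 4; SE 1.28, edgeR adjusted p = 2.51e-08). The controls spread widely, at 991.9, 588.1, 109 and 70.5 CPM in Control-MSC 30, 31, 35 and 38, and the last pair lay within the DKD-MSC range of 19.4 to 123.5 CPM outside DKD-MSC 21. miR-210 (MIR210, chromosome 11, 568089 to 568198, minus strand, intron of MIR210HG) had 98.3, 32.3, 9.4 and 5.9 CPM in the same libraries. The exact permutation p of the difference in log2 CPM was 0.00285 for miR-129-5p, 0.0209 for miR-210, 0.00332 for miR-148a-3p and 0.0512 for miR-4488 (MIR4488, chromosome 11, 61508596 to 61508657). miR-4488 changed by -1.82 without Control-MSC 31 (edgeR adjusted p = 0.00727), and miR-210 by -1.95 without Control-MSC 30 (edgeR adjusted p = 0.00302). With the level of miR-148a-3p as a covariate, miR-4488 (-0.23, edgeR adjusted p = 0.837), miR-210 (-0.73, edgeR adjusted p = 0.521), miR-129-5p (-1.59, edgeR adjusted p = 0.116) and miR-1299 (-1.73, edgeR adjusted p = 0.0774) were not called. By limma-voom miR-4488 (-1.01, limma adjusted p = 0.206) and miR-1299 (-1.83, limma adjusted p = 0.0827) were not called. By limma-trend on log2(CPM + 1) miR-4488, miR-210 and miR-1299 were not called (limma adjusted p = 0.142, 0.0522 and 0.257). miR-1299 (MIR1299, chromosome 9, 40929010 to 40929092) rested on Control-MSC 38. Its log2 fold change was -0.81 without that library, and the exact permutation p over all libraries was 0.259.

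**Figure D4:**
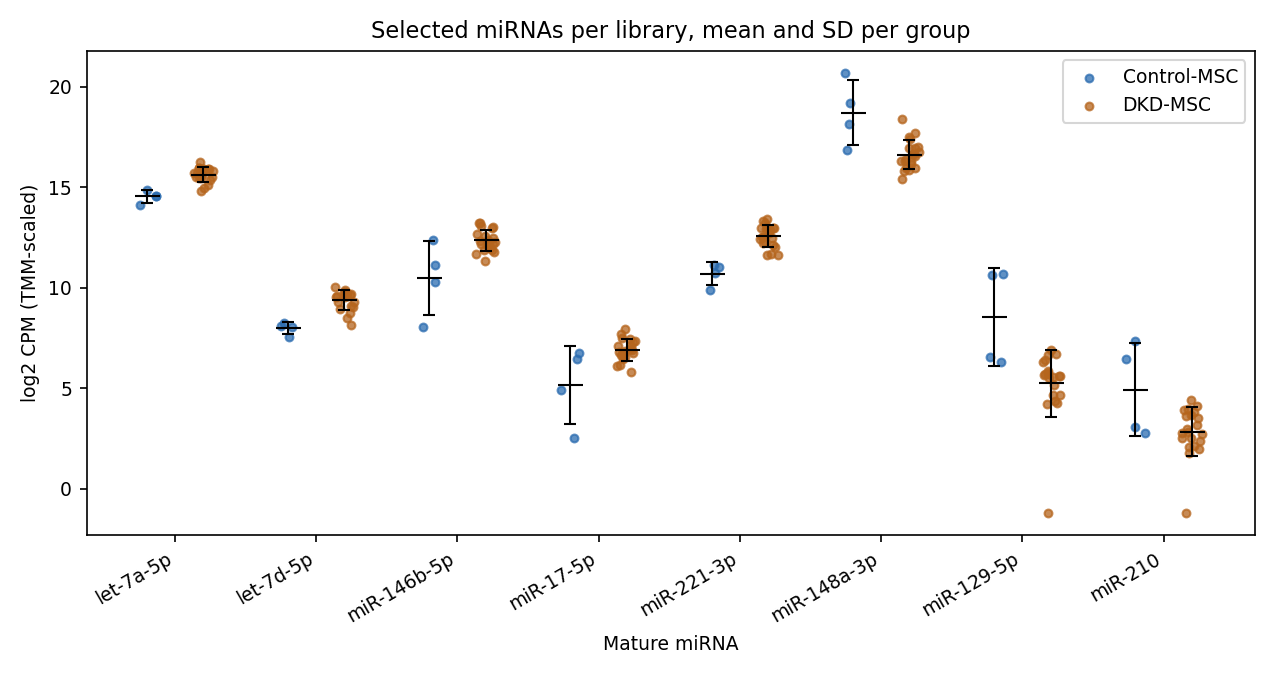
Log2 CPM (TMM scaled) per library for 8 selected miRNAs, with the mean and SD of each group as a horizontal line and bar. Control-MSC points for miR-129-5p and miR-210 spread over several log2 units, and the lowest DKD-MSC points of these miRNAs are DKD-MSC 21 with 0 counts.

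The 5 most abundant miRNAs were miR-21-5p, let-7i-5p, miR-148a-3p, miR-100-5p and let-7a-5p. miR-21-5p (MIR21, chromosome 17, 59841266 to 59841337, exon of VMP1) changed by 0.44 (edgeR adjusted p = 0.143). That was within the spread between libraries under TMM. Of 20 alternatives other than leaving out a library, 3 gave an adjusted p under 0.05. These were library totals (0.75, edgeR adjusted p = 0.0465) and limma-trend on log2(CPM + 1) and log2(CPM + 0.1) (both 1.14, the first with a limma adjusted p of 0.00419), none of which has a composition factor. It was 0.15 under RLE (edgeR adjusted p = 0.642) and 0.06 after the GC correction (limma adjusted p = 0.883). Without Control-MSC 35 it was 0.67 (edgeR adjusted p = 0.0412), and without Control-MSC 31 it was 0.10 (edgeR adjusted p = 0.799). miR-100-5p (MIR100, chromosome 11, 122152229 to 122152308, intron of MIR100HG) changed by -0.27 (edgeR adjusted p = 0.286), within the spread between libraries. Under library totals miR-100-5p changed by 0.26.

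Of the blood cell list, 2 of 8 miRNAs were tested. miR-486-5p was lower in DKD-MSC by edgeR (-1.60, adjusted p = 0.00505) and miR-142-3p changed by 0.27 (adjusted p = 0.84), and the list gave a fry p of 0.173 and a camera p of 0.714 (limma). The fall of miR-486-5p rested on Control-MSC 38, and without that library it was -1.03 (edgeR adjusted p = 0.118). Of the muscle list, 1 of 6 was tested, miR-1, which is also on the study's list. Of the endothelial list, 1 of 2 was tested, miR-126-3p, which changed by -0.19 (edgeR adjusted p = 0.912) and by 0.39 under library totals.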

Values the study reported

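The study reported 575 annotated miRNAs, of which 208 were differentially expressed in DKD-MSC. Of these, 119 were upregulated and 89 were down-regulated. Its target prediction gave 14 differentially expressed miRNAs with 18 angiogenesis-related target genes and 25 interactions. The study enrolled 9 control and 29 DKD participants.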

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

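The tests of explanations in this part were chosen only after the results were seen. The 4 Control-MSC values of 44 results were examined for a library far from the other 3, by the gap to the nearest library divided by the whole range. Of these, 3 stood out, where chance gives 2.2, so the 3 together are close to what chance gives. The DKD-MSC group was too large for this comparison.

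let-7b-5p was low in Control-MSC 35, at 11.81 log2 CPM (TMM scaled) against 12.5, 12.57 and 12.47 in Control-MSC 30, 31 and 38, a ratio of 0.868. Scaling is a candidate explanation. With library totals that leave out miR-148a-3p, and no TMM factor, the 4 values were 12.44, 12.55, 12.23 and 12.77 in the order 30, 31, 35 and 38, and the gap to the nearest control shrank from 0.66 to 0.21 on the log2 scale. By plain library totals Control-MSC 31 was lowest instead, at 11.14 against 12.02 in Control-MSC 35. The fold change of let-7b-5p was 0.98 without Control-MSC 35, under the fold threshold of 1, against 1.18 with it. The design gives no biological label that sets this library apart, so no biological explanation was tested.

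miR-23b-3p was low in Control-MSC 31, at 5.00 log2 CPM against 6.85, 6.79 and 6.59 in Control-MSC 30, 35 and 38, a ratio of 0.859. The gap to the nearest control was 1.59 on the log2 scale under TMM, 1.83 with library totals that leave out miR-148a-3p and 2.59 with plain library totals, so the TMM factor did not produce the low value. The ratio fell to 0.75 under plain totals because the range widened. A single library leaves scaling of another kind and a real difference open. The same library had the highest share of miR-148a-3p and the lowest TMM factor. Without it the fold change of miR-23b-3p was 1.43 (edgeR adjusted p = 0.000635; 6.77e-05 to 0.000635 over the fits that each left out one control), still above the threshold. No biological explanation was tested.

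miR-142-3p was detected in Control-MSC 35 with 13 counts and in none of the other 3 controls, a ratio of 1 (1.25 log2 CPM against -1.21, the value of 0 counts). Control-MSC 35 was the deepest control. At its rate the other 3 would have held 13.7 counts together, 2.98, 5.79 and 4.95 in Control-MSC 30, 31 and 38. They held 0, which goes against depth with one rate in all 4 controls (two-sided exact binomial p = 8.55e-05). That p covers counting error only. Copies made by PCR are not independent molecules, and the pattern is a single library near the floor of 3 counts, so depth is not excluded by it. No biological explanation was tested.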

How the results depend on the processing

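Of the alternatives named here, 6 were chosen after the data were seen: thinning without DKD-MSC 21 (for the calls and for detection), totals without miR-148a-3p, subtraction of the median fold change, the GC correction and the miR-148a-3p covariate. Limma-trend on TMM values, the reference for the GC correction, was chosen then too. The likelihood ratio and exact tests of edgeR and robust dispersion kept the counts of calls, of either direction and of the study's list within 1.5 times those of the main test. glmTreat gave 157 calls, 87 higher and 70 lower, and the study's list was not counted under it. Keeping or summing repeated names of a miRNA was not run because no name was repeated. No paired analysis was possible because the groups share no replicate numbers. When the 5 most abundant miRNAs were left out, let-7a-5p had no value. Except where a cause is named, the cause was not tested.

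The scaling moved the direction of the calls. Higher calls numbered 89 under TMM and 42 under RLE, 59 under upper quartile scaling and 145 under library totals, which left 34 lower calls. DESeq2, which uses median-ratio factors, gave 42 higher calls. Limma-trend on log2(CPM + 1) gave 149 higher and 20 lower calls, and on log2(CPM + 0.1) 153 and 14, both on values with no composition factor. Limma-voom gave 47 lower calls and limma-trend on TMM values 45. With no filter 108 were lower. The stricter filter of at least 10 counts in every library left 80 miRNAs tested and 26 called, 13 higher and 13 lower, with 50 at any fold change. Thinning all libraries to the total of DKD-MSC 21 left 88 tested and 26 called, 16 higher and 10 lower, with 40 at any fold change. The fewer miRNAs tested account for part of these falls. Thinning without DKD-MSC 21 gave 42 higher calls among 364 tested. The miR-148a-3p covariate, which itself differed between the groups and can take out group differences, gave 73 calls, 38 higher and 35 lower. It gave 100 at any fold change. Of its 73 calls, 47 were also among the 160.

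The count of the study's list past both thresholds fell from 13 to 7 under RLE, 8 under DESeq2 and 3 with the covariate (18 tested). It was 6 with at least 10 counts in every library (8 tested), 7 after thinning (8 tested) and 8 after thinning without DKD-MSC 21. The count rose to 14 under limma-voom, 16 under library totals and 17 under limma-trend on log2(CPM + 1) and on log2(CPM + 0.1).

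let-7a-5p stayed above 0 under all alternatives that gave a value and went under the fold threshold of 1 in several. It was 0.72 under RLE, 0.72 under DESeq2, 0.88 under upper quartile scaling, 0.81 after thinning without DKD-MSC 21, 0.93 relative to the median and 0.61 after the GC correction. The last also missed the p threshold (limma adjusted p = 0.117; 3.69e-06 to 0.117 over the alternatives other than leaving out a library). The let-7 family kept its median of 1.097 with a p of 0.0619 by camera with estimated correlation (limma).

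let-7i-5p, at -0.01 in the main test, was above 0 under library totals (0.62), limma-voom (0.11), both limma-trend fits on CPM (0.69 and 0.69), no filter (0.12), thinning (0.11), totals without miR-148a-3p (0.16), the covariate (0.67) and limma-trend on TMM values (0.0687). let-7f-5p was below 0 under RLE (-0.071), DESeq2 (-0.0704) and the GC correction (-0.11). miR-27a-3p was below 0 under RLE (-0.024), DESeq2 (-0.0228) and the covariate (-0.0785). miR-100-5p was above 0 under library totals (0.26) and both limma-trend fits on CPM (0.31 and 0.31). miR-126-3p was above 0 under library totals (0.39), limma-trend on log2(CPM + 1) (0.13) and the covariate (0.29). With the covariate miR-34a-5p (-0.30), miR-23a-5p (-0.0322) and miR-142-3p (-0.545) were below 0. In all of these the main value was not past its thresholds. Among single miRNAs, 85 other values were weaker and 20 stronger under these alternatives.

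Across the 25 fits that each left out one library, calls ranged from 125 to 177, higher calls from 48 to 95, lower calls from 69 to 84, calls at any fold change from 175 to 228 and the study's list from 10 to 13. The low of 125, with 48 higher, was without Control-MSC 31. let-7a-5p ranged from 0.93 (without Control-MSC 35) to 1.15 and was under 1 in 7 of the fits, and the family median ranged from 0.96 to 1.13. let-7i-5p ranged from -0.25 to 0.31, miR-23a-5p from -0.0099 to 0.98, miR-27a-3p from -0.10 to 0.80, and miR-142-3p from -0.16 to 5.37 (24 fits, since it was not tested without DKD-MSC 3). The last high is the fit without Control-MSC 35, where all remaining controls had 0 counts, and it depends on the prior count. miR-1299 was -0.81 without Control-MSC 38, and miR-148a-3p was -1.61 and miR-4488 -1.82 without Control-MSC 31. Among single miRNAs, 60 of these values were weaker and 3 stronger. The 3 were miR-34a-5p (1.89) and miR-214-3p (1.51) without Control-MSC 35 and miR-1 (4.44) without Control-MSC 38, where it depends on the prior count.

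Depth limited the comparisons between libraries. The difference in mean log10 total ranged from 0.0382 to 0.256, the latter without DKD-MSC 21. The difference in detected miRNAs ranged from 112 to 212, and was 185 without DKD-MSC 21 (exact permutation p = 0.00151). It was 28.5 after thinning and 90.2 after thinning without DKD-MSC 21, both past the threshold. Thinning did not even out the counts that miR-148a-3p left for other miRNAs. The share of the 10 most abundant miRNAs differed by -7.01 to -2.17 percentage points. Separation on component 1 ranged from 0.12 to 2.06 SD, the latter without DKD-MSC 21, and was 2.19 SD over the 100 most abundant miRNAs. With all libraries in, DKD-MSC 21 stood apart on this component.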

Other observations

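The tests of explanations in this part were chosen only after the results were seen, though some of them use the planned fits under the 4 scalings. The number of control libraries analysed here was 4. That is lower than the value quoted from the study above.

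The 160 calls between DKD-MSC and Control-MSC were set against other splits of the libraries. Of 100 splits into 21 and 4, the real one included, 1 gave as many calls, the real one. The highest other split gave 59, with 2 controls among its 4 libraries, and the median other split gave 0. Depth as the whole cause is argued against by 114 calls with DKD-MSC 21 left out and the rest thinned to one total. Total counts were equal in that fit, though not the counts that miR-148a-3p left for other miRNAs. The simulation with no change, drawn at the real library sizes and called without the fold threshold, gave 0 calls among 479 tested miRNAs. It was not a simulation of the thinned libraries. GC content as the whole cause is argued against by limma-trend with and without the GC trend. Of 142 calls without the correction (97 higher, 45 lower), 105 were also called in the same direction among the 140 with it (66 higher, 74 lower), and 0 in the opposite one. The 0 carries little weight, since an opposite call would need a move across both fold thresholds. Calls at any fold change fell from 180 to 164. The correction moved the balance of directions, but it also took out the overall level of each library. The median log2 fold change went from 0.309 without it to 0.058 with it. A GC effect and a change of scaling therefore cannot be told apart here, and both stay open for part of the higher calls. Scaling is argued against by 76 miRNAs called in one direction under all 4 scalings, though it sets which direction dominates. What stays open is the setting of tissue collection, which goes with the group, body mass index, which also differed between the groups in the study, and the disease itself, none of which was tested. Sequencing batch, which the labels do not give, and donor sex and culture passage, which were not examined, stay open too. The low number of controls also leaves open how far the 4 represent people without the disease.

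The dominance of higher calls under library totals may come from miR-148a-3p. It took up to 62.5% of the counts in a control library, and what it takes is lost to the others. Under library totals 81% of calls were higher. With miR-148a-3p left out of the totals and no composition factor, 59.6% were higher, near the 55.6% under TMM. The median log2 fold change of the tested miRNAs was 0.56 under library totals and 0.17 under TMM, and the deposited CPM values carry no composition factor.

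The level of miR-148a-3p also varied among DKD-MSC libraries, from 6.02% to 24.6% of counts, and a hypothesis is that the same gradient runs within the group. Across 497 miRNAs (which are not independent replicates) the slope on miR-148a-3p among 20 DKD-MSC libraries and the log2 fold change between groups had a Spearman rho of -0.469. Of 100 orders of the miR-148a-3p values, the real one included, 5 gave a rho as large, and the largest other was 0.538. With DKD-MSC 21 included, rho was -0.377 and 10 of 100 orders gave one as large. For library depth in place of miR-148a-3p, rho was -0.046. A gradient shared with the groups and chance order cannot be told apart with this number of libraries.

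The let-7 seed family was higher in DKD-MSC by a median of 1.097 on the log2 scale, with let-7i-5p and let-7f-5p as exceptions that flip with scaling. With the miR-148a-3p covariate the median was 0.996, which argues against that gradient as the whole cause. The lowest median over the 4 scalings was 0.733, and after the GC correction it was 0.828 (fry p = 0.00635, limma), which argues against scaling and GC content as the whole cause. Reads shared between members stay open, because the counting rules were not stated, and they would make the members move together. A higher level of the family in DKD-MSC is therefore a hypothesis, with sequencing batch, the setting of tissue collection, body mass index and the disease all untested.

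miR-486-5p, abundant in red blood cells, was lower in DKD-MSC by edgeR (-1.60, adjusted p = 0.00505; 4 of 21 DKD-MSC libraries lay below the lowest control). The exact permutation p was 0.0735. The call rested on Control-MSC 38, since without it the fold change was -1.03 (edgeR adjusted p = 0.118; 0.00029 to 0.466 over its 44 alternatives). Control-MSC 30, 31, 35 and 38 held 18.14, 34.23, 9.01 and 128.69 CPM of miR-486-5p. miR-451a, which red blood cells carry in abundance, was at 0, 10.89, 0 and 0.45 CPM in the same libraries, a mean of 2.84 CPM against 0.771 CPM in DKD-MSC without library 21. miR-223-3p, of white blood cells, was at 0.76, 10.11, 0.69 and 0 CPM, a mean of 2.89 CPM against 0.221 CPM. The library highest in miR-486-5p was thus not the one with the other 2 miRNAs. Red blood cell RNA and another source of miR-486-5p cannot be told apart, because a single control decides each of these values, and a trace of blood RNA in Control-MSC 31 stays open. By the study's methods the cells were cultured in medium with platelet lysate. Any blood RNA therefore need not come from blood cells of the tissue.

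Of 42 tested miRNAs with hairpins on chromosome X, 16 were called higher and 1 lower, with a median log2 fold change of 0.93 against 0.08 for the other chromosomes. One factor per library cannot produce this difference between miRNAs of the same libraries. Hairpins within 10000 bases were grouped as clusters, since neighbours share transcripts, and 11 of 15 clusters on X had a median above 0. A permutation over clusters gave p = 0.00242, or 0.0557 after Benjamini-Hochberg adjustment over 23 chromosomes. The pattern fails that correction, so chance among chromosomes stays open. Donor sex was not examined and stays open too. In a test over library labels, 6 chromosomes passed the same adjustment, so the pattern is not special to X there.

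The 5p and 3p arms of one hairpin come from one transcript. Across 116 hairpins with both arms tested, the fold changes of the arms had a Spearman rho of 0.157 and a Pearson r of 0.189 (permutation p = 0.0899), and 63 pairs had the same sign. Of 16 pairs with both arms called, 5 went in opposite directions. Among 28 pairs with both arms at 100 CPM or more, rho was 0.089 and r was 0.187 (permutation p = 0.656), and 13 pairs had the same sign. The hairpins are not independent replicates. In the same 28 pairs the levels of the arms had a median r of 0.473 across 20 DKD-MSC libraries. Within single DKD-MSC libraries, the deviations of the arms from the mean of the other DKD-MSC libraries had a median rho of 0.287 over the 28 pairs. The bootstrap 95% interval of the rho between the groups, -0.334 to 0.467, holds that value. A change in transcription as the main source of fold changes therefore cannot be told apart from changes of single arms, because the pairs with high counts are few.

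The levels of the largest falls spread widely among the 4 controls. miR-129-5p and miR-210 were at 991.9 and 98.3 CPM in Control-MSC 30 and at 588.1 and 32.3 CPM in 31, against 109 and 9.4 CPM in 35 and 70.5 and 5.9 CPM in 38. The deviations of the controls from the DKD-MSC mean across miRNAs, which are not independent replicates, had a Pearson r from 0.219 (30 and 35) to 0.556 (30 and 31) over the 6 pairs of controls, with a median of 0.39. These pairs share one reference, the mean of all 21 DKD-MSC libraries. With no group change, for 4845 sets of 4 DKD-MSC libraries set against the mean of the other DKD-MSC libraries (DKD-MSC 21 left out), the median r was typically 0.01 (median over the sets), and 60 sets reached 0.39. The reference of the controls held DKD-MSC 21 and that of these sets did not, and the effect of this on r was not tested. No batch label separates these libraries.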
